#  Gene expression profile associated with Asmt knockout-induced depression-like behaviors and exercise effects in mouse hypothalamus

**DOI:** 10.1042/BSR20220800

**Published:** 2022-07-14

**Authors:** Wenbin Liu, Zhuochun Huang, Jie Xia, Zhiming Cui, Lingxia Li, Zhengtang Qi, Weina Liu

**Keywords:** depression, differentially expressed genes (DEGs), melatonin (MT), N-acetylserotonin methyltransferase (Asmt), swimming exercise

## Abstract

Sleep disorder caused by abnormal circadian rhythm is one of the main symptoms and risk factors of depression. As a known hormone regulating circadian rhythms, melatonin (MT) is also namely N-acetyl-5-methoxytryptamine. N-acetylserotonin methyltransferase (Asmt) is the key rate-limiting enzyme of MT synthesis and has been reportedly associated with depression. Although 50–90% of patients with depression have sleep disorders, there are no effective treatment ways in the clinic. Exercise can regulate circadian rhythm and play an important role in depression treatment. In the present study, we showed that Asmt knockout induced depression-like behaviors, which were ameliorated by swimming exercise. Moreover, swimming exercise increased serum levels of MT and 5-hydroxytryptamine (5-HT) in Asmt knockout mice. In addition, the microarray data identified 10 differentially expressed genes (DEGs) in KO mice compared with WT mice and 29 DEGs in KO mice after swimming exercise. Among the DEGs, the direction and magnitude of change in epidermal growth factor receptor pathway substrate 8-like 1 (Eps8l1) and phospholipase C-β 2 (Plcb2) were confirmed by qRT-PCR partly. Subsequent bioinformatic analysis showed that these DEGs were enriched significantly in the p53 signaling pathway, long-term depression and estrogen signaling pathway. In the protein–protein interaction (PPI) networks, membrane palmitoylated protein 1 (Mpp1) and p53-induced death domain protein 1 (Pidd1) were hub genes to participate in the pathological mechanisms of depression and exercise intervention. These findings may provide new targets for the treatment of depression.

## Introduction

Sleep disorders caused by abnormal circadian rhythm have been widely demonstrated in patients with depression [1,2]. However, most of the current antidepressants have a weak therapeutic effect on sleep disorders [3], such as selective serotonin reuptake inhibitor (SSRI) and selective norepinephrine reuptake inhibitor (SNRI), which are based on the monoamine hypothesis [4]. 5-Hydroxytryptamine (5-HT), a kind of monoamine neurotransmitter, can be catalyzed by N-acetyl serotonin methyltransferase (Asmt) via N-acetyl serotonin to form melatonin (MT) [5]. Clinically, MT level decreases in patients with depression, and MT treatment can prolong sleep time and alleviate depression [6]. Animal studies have also confirmed the rapid and lasting anti-depression and anti-anxiety effects of MT in chronic stress rats [7]. Therefore, it is of great significance to explore the regulatory factors of MT secretion in depression.

In the pineal, arylalkylamine N-acetyltransferase (AANAT) and Asmt are both key rate-limiting enzymes affecting MT biosynthesis. Asmt plays a catalytic role in the last step of the synthesis reaction and has been found to be associated with depression [8]. The mRNA and protein expression levels of Asmt were significantly lower in patients with recurrent depression than those in healthy individuals [9]. It has been reported that single nucleotide polymorphism of Asmt gene is implicated in depression, the AA genotype at rs4446909 and GG genotype at rs5989681 in the promoter B region of Asmt gene were protective genes of depression [10]. Similarly, Asmt gene polymorphism has been reportedly relevant to the susceptibility of autism spectrum disorders [10] and bipolar disorders [11]. Therefore, the first aim of the present study is to identify whether Asmt knockout induces depression-like behaviors in mice, thus being employed as a useful model to study depression with sleep disorders.

Exercise has been found to regulate the phase of MT rhythm and the sleep–wake cycle [12], as well as circadian adaptation [13] by regulating MT level [14]. Moreover, exercise is an effective treatment for major depression [15]. Among the many challenges related to depression, lack of biomarkers for diagnosis appears especially prominent. Gene chip, also called DNA chip or DNA microarray, is an appropriate tool to address this issue [16]. In recent years, gene chip has been widely used in the research fields of depression [17], exercise [18], and exercise intervention for depression [19]. Therefore, the second aim of the current study is to investigate the effects of Asmt knockout and swimming exercise on gene expression profiles in mice, which may provide selective biomarkers for depression.

## Materials and methods

### Animals and groups

Mice were obtained from Humangen Biotech Inc. (Shanghai, China). Asmt-knockout mice (F0) were generated via co-injection of *in vitro*-synthesized Asmt sgRNA (5′-gCGCCTACACCAACTCCCCCC-3′), Cas9 mRNA and pMD19T-T7 vector into the zygotes of C57BL/6 mice [20]. Mouse Asmt gene (ID: 107626) is located in the F5 region of X chromosome, and a total of 5 SgRNAs were designed for exons 2 and 3, and the splicing efficiency was tested in NIH3T3 cells. The founder mice was analyzed with quantitative real-time polymerase chain reaction (qRT-PCR) using the set of primers (sense 5'-agggtcacagttcatggtgg-3' and antisense 5'-tcgacgcccacggccctcgcgta-3'). The initially obtained Asmt-knockout mice (i.e., the positive founder mice with 20 bp deletion, F0) from Humangen Biotech Inc. were backcrossed with their wild-type littermates C57BL/6 mice for three generations. Genotyping was conducted with high resolution melting (HRM) analysis after qRT-PCR, which can distinguish three genotypes accurately [21].

Mice were housed with a 12-h light:dark cycle under controlled temperature (22 ± 2°C) and humidity (50 ± 10%), and were given standard diet and water ad libitum. The breeding male mice (3- to 4-week old, 17–20 g) were performed gene identification to select Asmt-knockout homozygous mice and wild-type littermate mice. All mice were adaptively reared for 3 weeks, and were then trained in a swimming program or not. Mice were randomly assigned to four groups: wild-type control group (WT, *n*=5), Asmt-knockout control group (KO, *n*=5), wild-type exercise group (WE, *n*=4), and Asmt-knockout exercise group (KE, *n*=5). All animal work has taken place in the Experimental Animal Centre at East China Normal University, Shanghai, China.

### Exercise protocol

As described in studies of ours [22] and others [23], WE and KE mice were trained in a moderate swimming process with no weight loading in free style. Daily swimming exercise was performed in a large glass water tank [100 cm (*L*) × 60 cm (*W*) × 80 cm (*H*)] at 32 ± 1°C. The exercise period began when mice were at the age of 6–7 weeks. During the first week for adaptation, the training was graded beginning with 10 min on the first day until 60 min on the last day. Thereafter, regular training period began with intensity of 60 min/day, 6 d/week for 4 weeks. Exercise was performed at the same time every day (between 9:00 and 11:00 a.m.).

### Behavioral testing

Except sucrose preference, a videocomputerized tracking system (DigBehav, Jiliang Co. Ltd., Shanghai, China) was used to record the behavioral changes of the animals. These behavioral tests were performed as described in our previous study [24].

#### Sucrose preference test (SPT)

In the SPT, sweetness preference decreases in depressed mice [25]. Briefly, 72 h before the test mice were trained to adapt 1% sucrose solution (w/v): two bottles of 1% sucrose solution were placed in each cage, and 24 h later 1% sucrose in one bottle was replaced with tap water for 24 h. After adaptation, mice were deprived of water and food for 24 h. Thereafter, mice housed in individual cages had free access to two bottles respectively containing 200 ml of sucrose solution (1% w/v) and 200 ml of water. At the end of 24 h, the sucrose preference was calculated as a percentage of the consumed 1% sucrose solution relative to the total amount of liquid intake.

#### Forced swim test (FST)

The FST is one of the most used tools for screening antidepressants among all animal models [26]. The swimming sessions were conducted by placing the mice in cylinders (30 cm height × 10 cm diameters) containing 25°C water 20 cm deep so that the mice could not support themselves by touching the bottom with their feet. The FST was conducted for 5 min, during which immobility time and struggling time was recorded. Floating in the water without struggling and only making movements necessary to keep its head above the water were regarded as immobility.

#### Open field test (OFT)

The OFT is employed to evaluate the effects of antidepressant treatment [27]. Each mouse was placed in the center of the open field (30 × 30 × 30 cm chamber, with 16 holes in its floor, each hole had infrared sensing) for 5 min in a quiet room. The parameter assessed was the number of poking into holes.

### Sample collection

Mice were decapitated after isoflurane anesthesia and blood was kept in room temperature, and then was centrifuged at 3000 rpm for 10min to separate the serum and blood cells. The hypothalamus was rapidly and carefully separated on ice-plate, in view of regulating effects of hypothalamus on sleep, mood, circadian, and seasonal rhythm [28]. The serum and hypothalamus were stored at −80°C until assays.

### Enzyme-linked immunosorbent assay (ELISA)

Serum concentrations of MT and 5-HT were determined using commercially ELISA kits (Shanghai Enzyme-linked Biotechnology Co., Ltd., Shanghai, China) following the manufacturer’s instructions.

### Agilent transcriptome microarray assay

The collected hypothalamus tissues were put into dry ice and sent to OE Biotech Co., Ltd (Shanghai, China) for the One-Color Microarray-Based Gene Expression Detection and Analysis. Each group included three samples. The gene expression profiles were conducted using Agilent SurePrint G3 Mouse Gene Expression V2.0 (8 × 60K, Design ID: 074809).

#### Expression profile microarray experiments

Total RNA was quantified by NanoDrop ND-2000 (Thermo Scientific) and the RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). The RNA integrity assessment results of all samples were very good, with A (RNA Integrity Number [RIN] ≥7 and 28S/18S ≥ 0.7), which means these samples can be used in subsequent experiments. The sample labeling, microarray hybridization, and washing were performed according to the manufacturer’s standard protocols. After washing, the arrays were scanned by Agilent Scanner G2505C (Agilent Technologies) to get the array images. The raw data were extracted from the images by Feature Extraction software (version10.7.1.1, Agilent Technologies) finally.

#### Differentially expressed genes identification

Genespring (version 13.1, Agilent Technologies) was employed to process the basic analysis with the raw data. To begin with, the raw data were normalized with the quantile algorithm. The probes that at least 100% of the values in any 1 out of all conditions have flags in “Detected” were chosen for further data analysis. Differentially expressed genes (DEGs) were then identified through fold change as well as *P* value calculated with unpaired *t*-test. The screening criterion of DEGs was that the absolute fold change (FC-abs) ≥ 2.0 and *P*≤0.05. Afterward, Hierarchical Clustering (shown in the heatmap) was performed to display the differential gene expression pattern among samples by MeV 4.6 software, and the parameters were “Distance Metrics, Euclidean Distance, Linkage Method, Complete linkage”.

#### Bioinformatics analysis of expression profiles

Briefly, function annotations including biological process (BP), cellular component (CC), and molecular function (MF) were obtained based on the Gene Ontology (GO) project (http://geneontology.org/). And enriched pathways were identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG) project (http://www.genome.jp/kegg/). The GO and KEGG terms were pondered significant if *P*<0.05 or 0.1.

To locate potential therapeutic targets among identified DEGs, the protein–protein interaction (PPI) networks were constructed by Search Tool for Retrieval of Interacting Genes/Proteins (STRING, version 9.0, https://string-db.org/) and Cytoscape software (version 3.2.1, http://cytoscape.org/). The minimum required interaction score was set as 0.15 in the STRING online database. Cytoscape software was used to visualize the PPI network, and the CytoHubba plugin for Cytoscape was used to calculate the degree value to screen the hub genes.

### qRT-PCR validation

The hypothalamus tissues were performed by qRT-PCR to exclude false-positive results and validate microarray assay results further. Total RNA was extracted from frozen tissues using TRIzol (Invitrogen, Chromos, Singapore) and purified according to the instructions included. Then, double-stranded cDNA was synthesized from ∼1 μg of total RNA using ReverTra Ace® qPCR RT Kit (TOYOBO, Osaka, Japan). Real-time PCR kit (TOYOBO, Osaka, Japan) was used to prepare the 20 μl reaction system, including 4 pmol of each primer, 2.0× Master SYBR Green I (contains Taq DNA polymerase, reaction buffer, dNTP mix, SYBR Green I dye, and 10 mM MgCl_2_), and 2.0 μl template. Real-time PCR reactions were cycled in QuantStudio 3 Real-Time PCR Instrument (Applied Biosystems, CA, U.S.A.). The amplification occurred in a three-step cycle (denaturation at 95°C for 15 s, annealing at 61°C for 30 s, extension and data collection at 72°C for 45 s) for 40 cycles. The target gene expression was normalized to internal standard 18S. Fold changes in the expression of genes of interest were calculated using the 2^−ΔΔCt^ method. According to mouse EST sequences of epidermal growth factor receptor pathway substrate 8-like 1 (Eps8l1), phospholipase C-β2 (Plcb2), synaptotagmin-like 2 (Sytl2), checkpoint kinase 1 (Chek1), cyclin-dependent kinase inhibitor 1A (Cdkn1a), inositol 1,4,5-triphosphate receptor 2 (Itpr2), transformed mouse 3T3 cell double minute 4 (Mdm4), p53 induced death domain protein 1 (Pidd1), heat shock protein family A member 1B (Hspa1b) and 18S in NCBI database. Primer Premier 3.0 software was used to design the primers. Primer sets used in the present study were shown in Supplementary Table S1.

### Statistical analysis

Data are presented as mean ± SEM. Analyses were performed using GraphPad Prism Software (version 6.01). The statistical significance of differences was determined using two-way ANOVA followed by Bonferroni test for post hoc comparisons. Statistical significance was set at *P*<0.05 or 0.1.

## Results

### Effects of Asmt knockout and swimming exercise on depression-like behaviors and serum levels of MT and 5-HT

First, we demonstrated that Asmt knockout induced depression-like behaviors, including reduced percentage of sucrose preference in SPT (*P*<0.01, Figure 1A) and poking number in OFT (*P*<0.01, Figure 1D), compared with WT group. Swimming exercise ameliorated depression-like behaviors induced by Asmt knockout, including increased percentage of sucrose preference in SPT (*P*<0.01, Figure 1A), struggling time in FST (*P*<0.05, Figure 1C) and poking number in OFT (*P*<0.01, Figure 1D), as well as decreased immobility time in FST (*P*<0.05, Figure 1B). No KO × swim interaction on behavioral testing was found.

**Figure 1:**
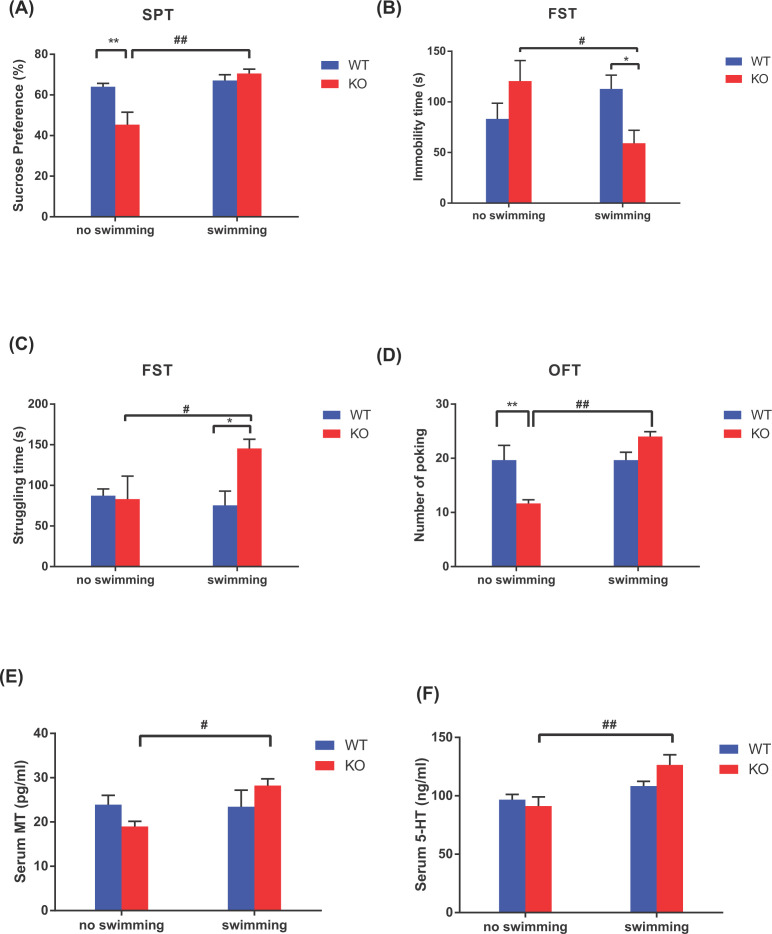
Effects of Asmt knockout and swimming exercise on depression-like behaviors and serum hormone levels in mice (**A–D**) Depression-like behaviors: (A) Sucrose preference in sucrose preference test (SPT); (B) Immobility time in forced swim test (FST); (C) Struggling time in FST, (D) Poking number in open field test (OFT); (**E** and **F**) Serum hormone levels: (E) melatonin (MT), (F) 5-hydroxytryptamine (5-HT). Data are presented as means ± SEM (*n* = 3–5 per group). *P<0.05, **P<0.01 versus WT; #*P*<0.05, ##*P*<0.01 versus no swimming.

Then, we examined the serum levels of MT and 5-HT in hypothalamus. No main effects of Asmt knockout were found on the levels of MT or 5-HT, whereas swimming exercise increased the levels of MT (*P*<0.05, Figure 1E) and 5-HT (*P*<0.01, Figure 1F). A significant KO × swim interaction was found on MT level (F_(1, 11)_ = 4.853, *P*<0.05), suggesting the association among MT, Asmt, and swim.

### Identification of DEGs after Asmt knockout and swimming exercise

According to the strict screening criteria mentioned above, we identified a large number of DEGs, the overall results were presented in Supplementary Table S2. Of these DEGs, 7 up-regulated and 3 down-regulated genes were identified in mice hypothalamus following Asmt knockout, compared with WT group (Figure 2A and Supplementary Table 3). In addition, 17 up-regulated and 12 down-regulated genes were identified in mice hypothalamus after swimming exercise, compared to KO group (Figure 2B and Supplementary Table S4). 

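Hypothalamus RNA from 12 mice, 3 each of the wild-type control (WT), Asmt-knockout control (KO), wild-type exercise (exercised WT below) and Asmt-knockout exercise (KE) groups, was hybridized to single-color Agilent mouse arrays. The authors deposited the scanner output of each array, in which Feature Extraction had subtracted the background within the array, and a table of quantile-normalized log2 values. The values below were computed from the scanner output. Each array held 59305 spots for 56605 non-control probes, and between 36543 and 40276 spots per array were well above background. The 75th percentile of the processed signal had a median of 840.4 in WT, 935.5 in KO, 1111.0 in exercised WT and 1061.4 in KE mice. Spots marked as outliers were left out, the log2 processed signal was quantile-normalized over all arrays, and replicate spots of a probe were averaged. The filter named in the methods, read as well above background on all 3 arrays of at least 1 group, kept 35230 probes. Differences were tested with limma in a model of the 4 group means. The screening criterion of the methods, an absolute fold change of at least 2 with an unadjusted p of at most 0.05, was applied to limma's values, and probes with a Benjamini-Hochberg adjusted p under 0.05 were counted beside it. The number of arrays limits the precision of every value.

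The arrays lay on 2 slides. Slide 1 carried the 3 WT arrays and KO replicates 1 and 2, and slide 2 carried KO replicate 3 and all arrays of exercised WT and KE mice. Principal component 1 of the tested probes held 48.5% of the variance. On it, KO replicate 3 lay at -40.2 and the arrays of exercised mice between -33.8 and -19.3, whereas the arrays of slide 1 lay between 29.5 and 47.4. Principal component 2 held 7.9%. WT mice were on slide 1 only and exercised mice on slide 2 only, so a difference between the slides can be estimated only through the KO mice, and each comparison was also fitted with the slide as a block.

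**Figure D1:**
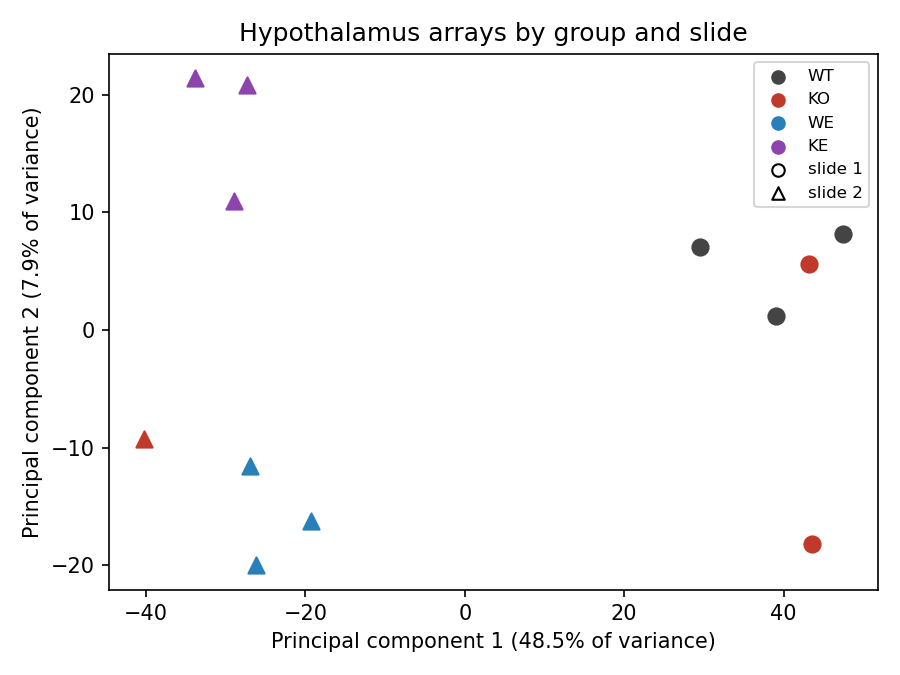
Each point is the array of 1 mouse, placed by its scores on principal components 1 (x axis, 48.5% of the variance) and 2 (y axis, 7.9%) of the normalized log2 signal. Colors give the group and marker shapes the slide, and KO replicate 3, at -40.2 on component 1, lies on the side of the other slide 2 arrays.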

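Asmt, the targeted gene, has 1 probe on the array, which was not well above background in any of the 12 mice. Its normalized log2 signal was 1.88 ± 0.02 (SD, n = 3 mice) in WT, 1.89 ± 0.03 in KO, 2.09 ± 0.35 in exercised WT and 1.85 ± 0.04 in KE mice, so the genotype could not be read from the arrays. In KO versus WT, 80 probes met the screening criterion, 55 of them higher and 25 lower in KO mice, and they carried 39 up-regulated and 19 down-regulated gene symbols. No probe had an adjusted p under 0.05 in limma (0 probes). At an unadjusted p under 0.05 and any fold there were 1928, more of them lower (1090) than higher (838) in KO mice. With the slide as a block 3 probes had an adjusted p under 0.05, all higher in KO mice. The methods' t-test on the same values gave 24 probes at the screening criterion, 1237 at an unadjusted p under 0.05 and 0 after adjustment. With normexp background correction and an offset of 50 in place of the scanner's own, 2 probes met the criterion. Of the 80 probes 0 changed direction there, and the median log2 fold change in that direction was 0.36 against 1.28. The offset shrinks the folds of dim probes, so few of these could meet the 2-fold criterion. Without KO replicate 1 or 2, 206 and 209 probes met it.

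Of the 10 genes of Figure 2A, 9 met the criterion in the paper's direction, and none of the 10 did with normexp. As many, 9, had an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all probes, and since the study chose the list on these arrays the former is not independent evidence. Chek1 (probe on chromosome 9 of mm9, 36517425 to 36517484) was at 3.86 ± 0.28 (SD, n = 3) in WT and 4.95 ± 0.34 (SD, n = 3) in KO mice, a log2 fold change of 1.09 (standard error 0.22, adjusted p = 0.846 from limma). The log2 fold change was 1.04 (standard error 0.20) for Tns4, 1.21 (standard error 0.32) for Teddm2 and 1.13 (standard error 0.28) for Evx2. Tspan1 was not well above background in any WT mouse and was at least 2.03-fold higher in KO mice. Sytl2 was not well above background in any KO mouse and was at least 1.44-fold lower there. Papln, with a log2 fold change of 1.07 (standard error 0.67), did not meet the criterion. With the slide as a block, which for this comparison equals leaving out KO replicate 3, 89 probes met the criterion, 41 higher and 48 lower, and 7 of the 10 genes remained past it. Evx2 was not among them, with a log2 fold change of 0.82.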

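In KE versus KO, 427 probes met the screening criterion, 389 higher and 38 lower after swimming, with 214 up-regulated and 26 down-regulated gene symbols. At an unadjusted p under 0.05 and any fold, 2854 probes were higher and 4566 lower. An adjusted p under 0.05 in limma was reached by 7 probes, 3 higher and 4 lower. These were the probes of Per3, Phka2, Med1, Dcbld2, Wscd1 and Tcl1 and 1 probe without a gene symbol, named here after their values were seen. Per3 rose by a log2 fold change of 0.96 (standard error 0.10) and Wscd1 fell by 0.94 (standard error 0.11), each with an adjusted p = 0.0359 from limma. The slide block sets KE mice against KO replicate 3 alone in this comparison. Under it the log2 fold changes were 0.95 for Per3 and -1.03 for Wscd1, little different, while the precision is lower. None of these 7 probes had an adjusted p under 0.05 with the slide as a block, under which 9 others did. The counts depended on single arrays. An adjusted p under 0.05 was reached by 0 probes without KO replicate 1 or 2 or KE replicate 1 or 2. Without KE replicate 3 it was reached by 1 probe. Without KO replicate 3, the only KO array on slide 2, 1188 probes met the screening criterion and 8589 had an adjusted p under 0.05, whereas 133 and 124 met the criterion without KO replicate 1 or 2, and 256 without KE replicate 1. A slide block left 170 probes past it, 73 higher and 97 lower. Of the 427 probes, 221 changed sign under the block and 34 still met the criterion.

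All 29 genes of Figure 2B met the criterion in the paper's direction, whereas 10 did with the slide as a block and 2 with normexp. When 1 array was left out, between 19 (without KO replicate 2) and 27 (without KO replicate 3) met it. Adjusted over the list alone, 29 had an adjusted p under 0.05, and 15 with the block, against 0 over all probes, and the former is not independent evidence because the list was chosen on these arrays. Kcnq5 was at 9.10 ± 0.76 (SD, n = 3 mice) in KO and 10.45 ± 0.12 (SD, n = 3) in KE mice. That was a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.116 from limma). With the slide as a block, where each value rests on KO replicate 3 as the only KO array, it fell to 0.48. Slfn9 went from 1.24 (standard error 0.25) to 0.52 under the block. Hyal2 was lower in KE mice, with a log2 fold change of -1.62 (standard error 0.32) and of -1.14 under the block. Oca2, whose probe spans 63678749 to 63684738 on chromosome 7 of mm9, was not well above background in any KO mouse and was at least 2.98-fold higher in KE mice.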

The top 10 up-regulated and down-regulated DEGs of the other comparisons among groups were shown in Figure 2C–E, and details were listed in Supplementary Tables S5–7.

**Figure 2:**
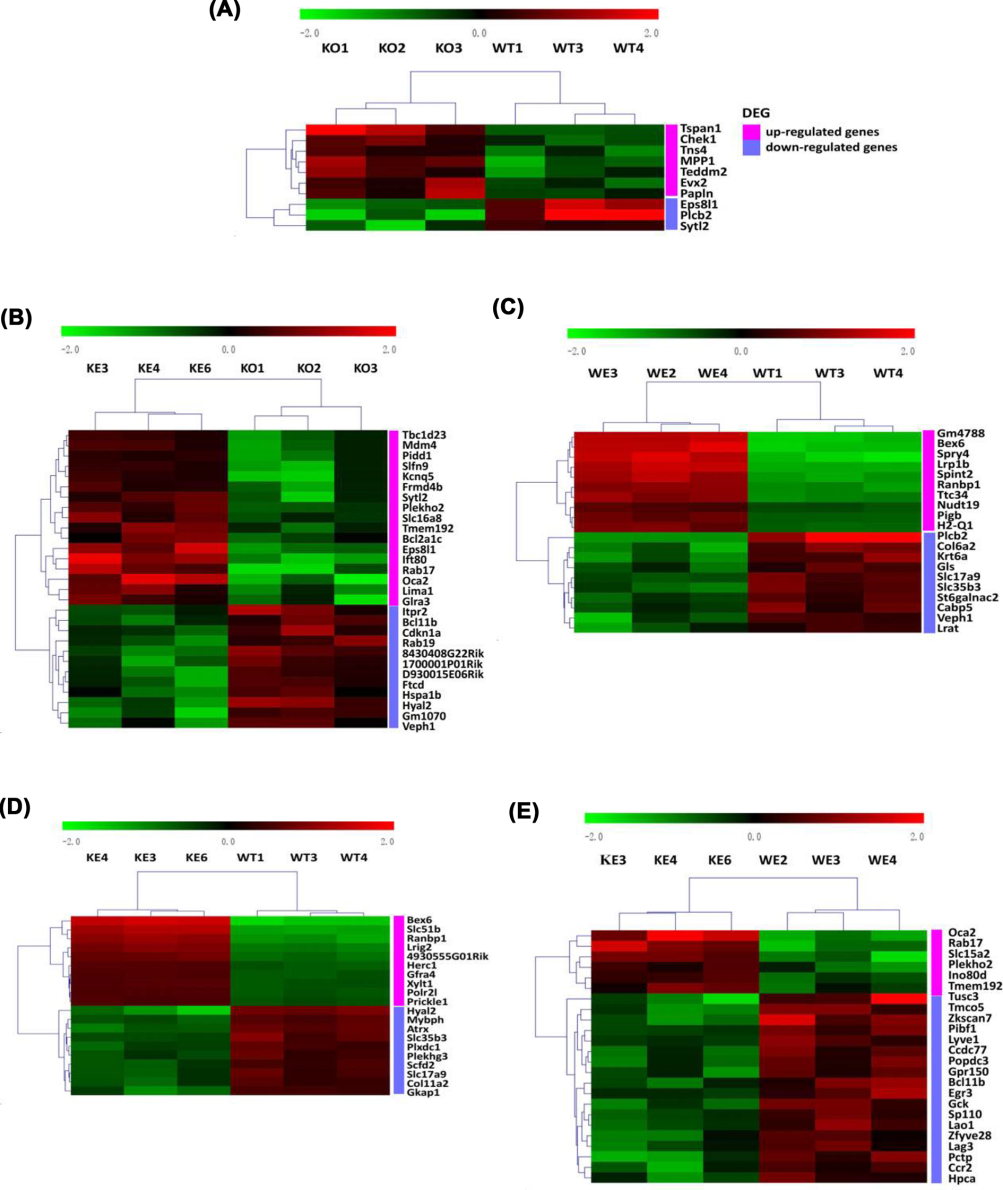
Heatmaps of the DEGs in mice hypothalamus (**A**) Asmt-knockout control group (KO) versus wild-type control group (WT), (**B**) Asmt-knockout exercise group (KE) versus KO, (**C**) wild-type exercise group (WE) versus WT, (**D**) KE versus WT, (**E**) KE versus WE. Color scale represents gene expression value from relatively low (green) to relatively high (red).

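In exercised WT versus WT mice, 771 probes met the screening criterion, 730 of them higher and 41 lower after swimming. The count was 965 in KE versus WT, 903 higher and 62 lower, and 88 in KE versus exercised WT, 38 higher and 50 lower. A test of the interaction, whether the change with swimming differed between knockout and wild-type mice, gave 212 probes at the same criterion, 87 with a higher and 125 with a lower change in knockout mice. With 75th percentile scaling the balance turned, to 143 higher and 77 lower in the interaction and to 53 higher and 28 lower in KE versus exercised WT. In each of these tests 0 probes had an adjusted p under 0.05 in limma, and at an unadjusted p under 0.05 there were 9129, 10725, 2365 and 2733 probes respectively. At that level and any fold, more probes were lower than higher in exercised WT versus WT (4133 higher and 4996 lower) and in KE versus WT (4425 and 6300). The methods' t-test gave 9201, 11924, 3789 and 2848 at that level. After adjustment it gave 1620 in exercised WT versus WT, 4916 in KE versus WT and 0 in the other tests. The limma fit estimates the spread from all arrays, so the difference between KO replicate 3 and the other KO arrays enters it. Fitted on the 2 groups alone, limma gave 2942 in exercised WT versus WT, 6194 in KE versus WT and 0 in KE versus exercised WT. WT and exercised mice lie on different slides, so the first 2 counts do not separate slide from swimming. With the slide as a block, 279 probes met the screening criterion in exercised WT versus WT, 126 higher and 153 lower, and 281 in KE versus WT, 111 higher and 170 lower. Of the 771 probes 570 changed sign under the block, and of the 965 probes 643 did. In KE versus exercised WT, where all arrays lie on slide 2, 90 probes met it, 82 of them among the 88.

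The 20 genes of Figure 2C and the 20 of Figure 2D all met the criterion in the paper's direction, and under the block 1 and 3 of them did. Of the 24 genes of Figure 2E, 20 met it and 21 under the block, which leaves this comparison within slide 2, while 13 did with 75th percentile scaling, 13 to 17 when 1 array was left out and 0 with normexp. Gm32344, 9230102O04Rik and Wfdc13 were taken for their fitted rises in exercised WT versus WT. None was well above background in a WT mouse, so the fitted values do not rank the folds, and they were at least 2.00-fold, 2.13-fold and 2.43-fold higher in exercised WT mice. Under the block the fitted changes of Gm32344 and Wfdc13 were negative, and that of 9230102O04Rik was 0.16, short of the criterion. Taken in the same way in KE versus WT, Wfdc13 and Gm32344 were at least 2.99-fold and 2.09-fold and Olfr1466 at least 4.98-fold higher, and under the block their fitted changes too became negative. Oprm1 and E030007A22Rik, with 1 probe each taken for its fitted fall in both comparisons, were at least 2.36-fold and 1.93-fold lower in exercised WT and at least 1.90-fold and 1.55-fold lower in KE than in WT mice. The 4 other tested probes of Oprm1 went the other way, and under the block its probe did not meet the criterion in either comparison. In KE versus exercised WT, Rab17 was at least 1.45-fold and Oca2 at least 3.89-fold higher, and Ttr at least 2.60-fold and Gm5800 at least 1.73-fold lower. Gm34786 fell from 8.22 ± 1.01 (SD, n = 3) in exercised WT to 6.07 ± 0.17 (SD, n = 3) in KE mice, and 4930573O16Rik rose by a log2 fold change of 2.07 (standard error 0.77). With the slide as a block Ttr did not meet the screening criterion, though its fitted change stayed at -2.22. Its unadjusted p from limma moved from 0.0396 to 0.0511. By the methods' t-test neither Ttr nor 4930573O16Rik met the criterion.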

### Validation of DEGs by qRT-PCR

To validate the microarray results, we selected nine DEGs based on *P*-value and FC-abs, the mean of expression quantity and association with Asmt or exercise, and then performed qRT-PCR. These nine DEGs included Eps8l1, Plcb2, Sytl2, Chek1, Cdkn1a, Itpr2, Mdm4, Pidd1, and Hspa1b. 

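On the arrays, adjusted over the list alone, 5 of the 9 genes had an adjusted p under 0.05 in KO versus WT, 8 in KE versus KO and 3 in exercised WT versus WT, and with the slide as a block 6, 1 and 2. Over all probes the number was 0 in each comparison by limma, and the list was chosen on these arrays, so its own adjustment is not independent evidence. Cdkn1a was at 9.08 ± 0.10 (SD, n = 3 mice) in WT, 9.62 ± 0.54 in KO, 9.18 ± 0.31 in exercised WT and 8.57 ± 0.26 in KE mice. Its log2 fold change was -1.05 (standard error 0.25, adjusted p = 0.134 from limma) in KE versus KO and -0.66 with the slide as a block, which no longer met the screening criterion. In KO versus WT it was 0.54 (standard error 0.25). In KE versus KO, every value with the block compares KE mice with KO replicate 3 alone. Hspa1b fell by a log2 fold change of 1.02 (standard error 0.31) in KE versus KO, and with the slide as a block by 0.64, also short of the criterion. Mdm4 rose by 1.12 (standard error 0.23) in KE versus KO at the probe of the authors' list, and by 0.60 with the block. Of its 5 other tested probes 2 went the other way. The brightest Mdm4 probe was at 8.66 ± 0.13 (SD, n = 3) in WT, 8.66 ± 0.15 (SD, n = 3) in KO, 8.89 ± 0.18 (SD, n = 3) in exercised WT and 9.19 ± 0.12 (SD, n = 3) in KE mice. For Itpr2 the listed probe gave -1.21 (standard error 0.25) in KE versus KO and -0.56 with the block, and 2 of its 3 other tested probes went the other way. Sytl2 was at least 1.50-fold higher in KE than in KO mice, and it did not meet the criterion with the block or without KO replicate 2.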

The qRT-PCR results of Eps8l1 (Figure 3A) and Plcb2 (Figure 3B) were consistent with the microarray data. The mRNA levels of Eps8l1 and Plcb2 were significantly down-regulated following Asmt knockout in mice, verifying the reliability of hypothalamus gene expression profiles. 

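The Eps8l1 probe (chromosome 7 of mm9, 4430514 to 4430573) had a normalized log2 signal of 5.91 ± 0.51 (SD, n = 3 mice) in WT, 4.00 ± 0.25 (SD, n = 3) in KO, 5.50 ± 0.37 (SD, n = 3) in exercised WT and 5.99 ± 0.48 (SD, n = 3) in KE mice. It was well above background in 1 of the 3 KO mice and in every mouse of the other groups. The log2 fold change was -1.92 (standard error 0.31, adjusted p = 0.711 from limma) in KO versus WT and 1.99 (standard error 0.31, adjusted p = 0.0787 from limma) in KE versus KO. Under the slide block these were -2.01 and 1.79, and both still met the screening criterion. The value of 1.79 rests on KO replicate 3 as the only KO array. Under normexp background correction the 2 log2 fold changes were -0.64 and 0.71 and did not meet the criterion. The offset of 50 used there shrinks the folds of dim probes.

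Plcb2 has 3 tested probes, which differed. The probe of the authors' list for KO versus WT (chromosome 2 of mm9, 118542766 to 118542825) was at 5.21 ± 1.02 (SD, n = 3) in WT mice and was not well above background in any mouse of the other groups. Its signal was at least 1.94-fold lower in KO, at least 2.53-fold lower in exercised WT and at least 2.05-fold lower in KE than in WT mice. Under the slide block its fitted log2 fold changes against WT mice were -2.85 in KO, -2.83 in exercised WT and -1.51 in KE mice. The last of these no longer met the screening criterion. The brightest Plcb2 probe was at 6.67 ± 0.17 (SD, n = 3) in WT and 7.06 ± 0.59 (SD, n = 3) in KO mice, a log2 fold change of 0.39. The remaining one was at 5.50 ± 0.23 (SD, n = 3) and 5.42 ± 0.22 (SD, n = 3), a log2 fold change of -0.08. From KE versus KO the brightest probe changed by 0.33 (standard error 0.24), and with the slide as a block it changed by -0.34. From the lower levels of Eps8l1 and Plcb2 after Asmt knockout on the arrays and by qRT-PCR, the paper reasons that the expression profiles are reliable, and from the enriched functions of the 2 genes it infers that they are related to the depression-like behaviors of the knockout.

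**Figure D2:**
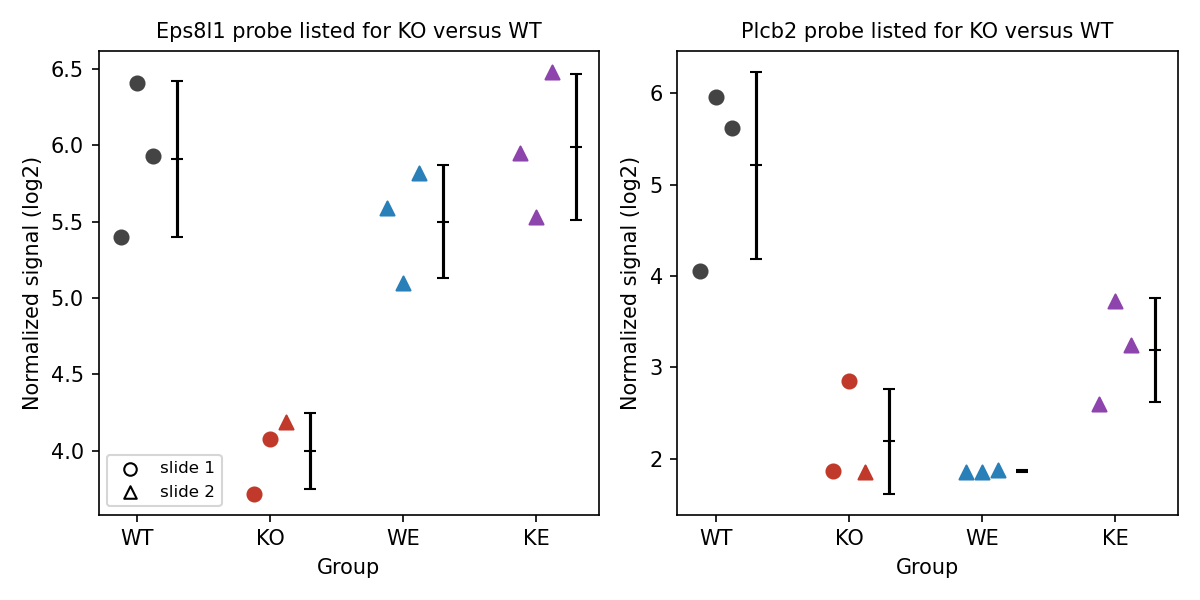
Normalized log2 signal (y axis) of the Eps8l1 and Plcb2 probes listed for KO versus WT, by group (x axis). Each point is 1 mouse, marker shapes give the slide, and the horizontal marks with bars are the mean and SD of 3 mice. Eps8l1 averaged 4.00 in KO mice against 5.91 in WT mice, and the Plcb2 probe was well above background only in WT mice.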

In view of enriched functions of Eps8l1 (Supplementary Table S8) and Plcb2 (Supplementary Table S9), we can infer that Eps8l1 and Plcb2 were related to Asmt knockout-induced depression-like behaviors. In addition, it needs to be further proved whether Eps8l1 and Plcb2 are involved in antidepressant effects of swimming exercise. The validation results of the other seven genes were shown in Supplementary Figure S1.

**Figure 3:**
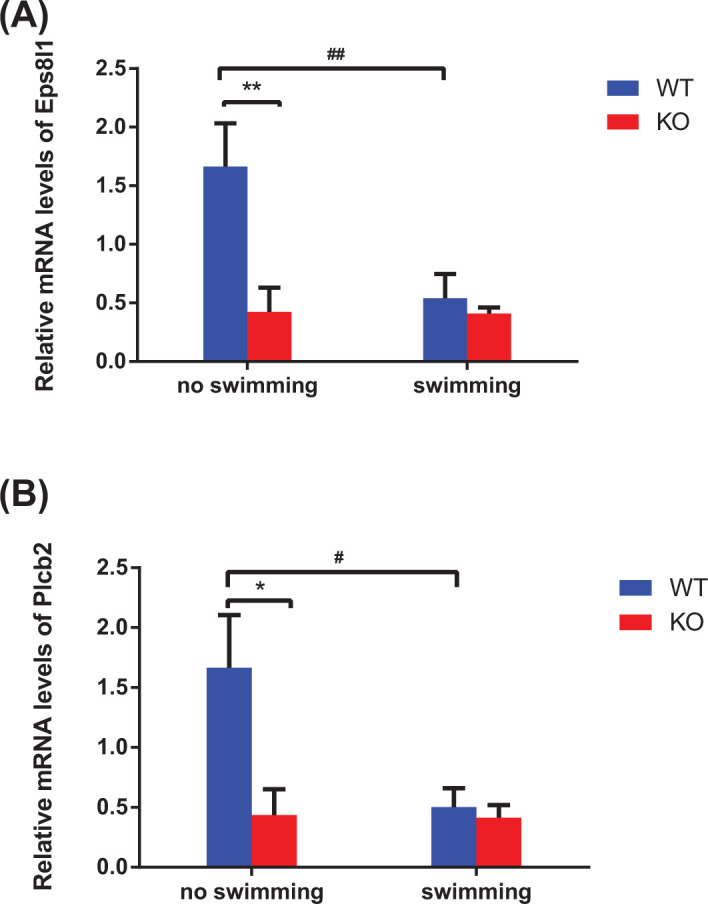
Validation of DEGs by qRT-PCR The expression levels of epidermal growth factor receptor pathway substrate 8-like 1 (Eps8l1, **A**) and phospholipase C-β 2 (Plcb2, **B**) in mice hypothalamus with response to Asmt knockout and swimming exercise. The relative mRNA levels were conducted using qRT-PCR. Data are presented as means ± SEM (*n* = 3 per group). *P<0.05, **P<0.01 versus WT; #*P*<0.05, ##*P*<0.01 versus no swimming.

### Enrichment analysis of DEGs after Asmt knockout and swimming exercise

The function enrichment analysis of DEGs was conducted by GO analysis. Following Asmt knockout in mice, the most prominent terms of BP, CC and MF were respectively involved in “sensory perception of bitter taste” (*P*=0.003288), “exocytic vesicle” (*P*=0.005665) and “phospholipase C activity” (*P*=0.004805); Figure 4A and Supplementary Table S10. After swimming exercise in KO mice, the most prominent terms of BP, CC, and MF were respectively involved in “cellular response to UV-B” (*P*=8.09E-05), “melanosome” (*P*=0.000636) and “extracellular-glycine -gated chloride channel activity” (*P*=0.007847); Figure 4B and Supplementary Table S11. The top 10 enriched GO terms generated by the other comparisons among groups were presented in Figure 4C–E, and details were listed in Supplementary Tables S12–14.

**Figure 4:**
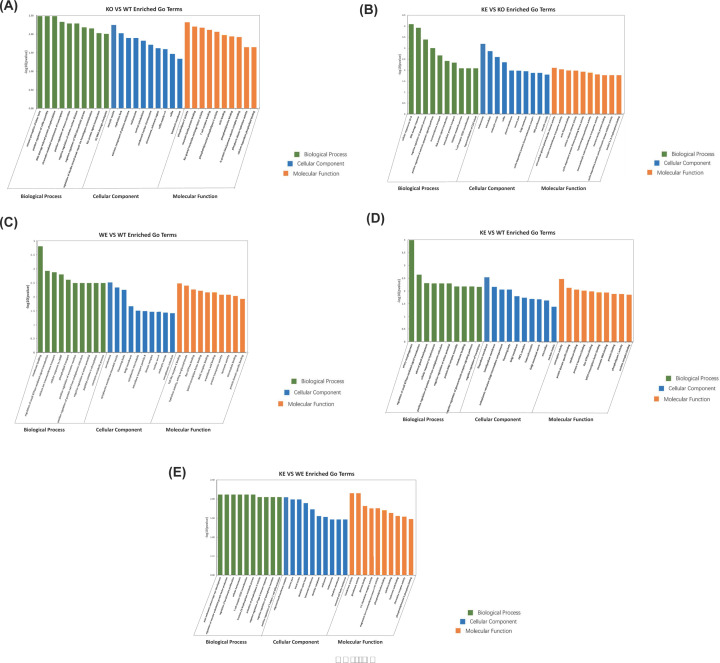
Gene Ontology (GO) analysis of DEGs (**A**) KO versus WT, (**B**) KE versus KO, (**C**) WE versus WT, (**D**) KE versus WT, and (**E**) KE versus WE. Bar charts of function enrichment analysis were constructed by -log10 (*P* value) and the top 10 GO terms. The bar color represents GO terms related to Biological Process (green), Cellular Component (blue) and Molecular Function (orange).

The pathway enrichment analysis of DEGs was further conducted to gain deeper insight into the effects of Asmt knockout and swimming exercise on depression-like behaviors. Based on the KEGG database, three pathways were significantly enriched following Asmt knockout and swimming exercise, such as p53 signaling pathway, long-term depression (LTD), and estrogen signaling pathway, but the involved genes were different in each comparison (Figure 5A,B and Supplementary Tables 15–17). 

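KEGG pathway membership was not tested here. A fixed list of p53 target genes was tested instead, with 19 genes detected. By fry, a rotation test in limma, the list was lower in KE than in KO mice with an adjusted p = 0.0442 over 72 pairs of list and comparison, and a median log2 fold change of -0.10. By camera, with a preset correlation between genes of 0.01, the adjusted p = 0.192 for the same pair, and it was 0.978 by camera with an estimated correlation. Adjusted over the list alone, 3 of the 19 genes had an adjusted p under 0.05 in KE versus KO by limma and 0 with the slide as a block, and 0 did over all probes. In KO versus WT the counts were 0 and 0, and camera gave an adjusted p = 0.199.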

The top 20 enriched KEGG terms generated by the other comparisons among groups were presented in Figure 5C–E, and details were listed in Supplementary Tables 18–20.

**Figure 5:**
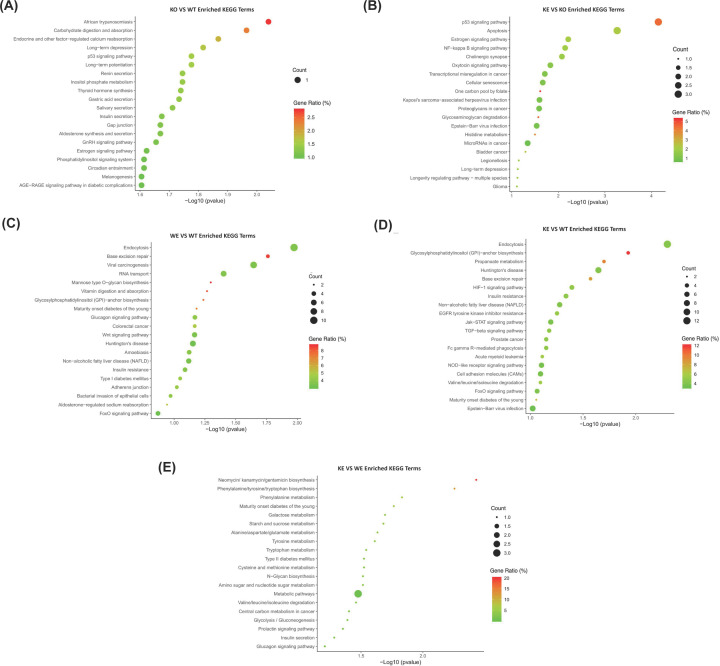
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis of DEGs (**A**) KO versus WT, (**B**) KE versus KO, (**C**) WE versus WT, (**D**) KE versus WT, and (**E**) KE versus WE. Dot plots of pathway enrichment analysis were constructed by -log10 (*P* value) and the top 20 KEGG terms. The dot size represents the number of genes enriched in specific KEGG terms, and the dot color represents the gene ratio [i.e. Count (the number of genes enriched) / PopHit (the number of genes annotated)] in specific KEGG terms.

### PPI network construction of DEGs

Generally, a gene with a higher degree in the PPI networks is capable of causing more variation in regulation processes. 

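Mpp1, which encodes membrane palmitoylated protein 1, has 4 tested probes on the array. The probe of the authors' list for KO versus WT (chromosome X of mm9, 72357055 to 72357114) was not well above background in any WT mouse and was at least 1.46-fold higher in KO mice. Fitted with the slide block it did not meet the screening criterion. Its fitted log2 fold change did not shrink there (1.67 without the block and 1.71 with it). Its unadjusted p from limma moved from 0.0309 to 0.0565. The 3 other probes did not rise. The brightest was at 12.05 ± 0.07 (SD, n = 3 mice) in WT and 12.05 ± 0.03 (SD, n = 3) in KO mice, and the log2 fold changes of the remaining pair were -0.04 and -0.85. Averaged over its probes, Mpp1 had a log2 fold change of 0.19 and did not meet the criterion.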

A PPI network including 3 nodes and 2 edges was constructed (Figure 6A), up-regulated membrane palmitoylated protein 1 (Mpp1) (degree = 2) may be involved in the molecular mechanisms of Asmt knockout-induced depression-like behaviors. In addition, a PPI network including 15 nodes and 18 edges was constructed (Figure 6B), up-regulated Pidd1 (degree = 8) may be involved in the regulation mechanisms of swimming exercise for depression-like behaviors. 

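The Pidd1 probe of the authors' list for KE versus KO (chromosome 7 of mm9, 148624024 to 148624083) was at 5.53 ± 0.76 (SD, n = 3 mice) in WT, 5.63 ± 0.53 (SD, n = 3) in KO, 6.41 ± 0.12 (SD, n = 3) in exercised WT and 6.66 ± 0.07 (SD, n = 3) in KE mice. Its log2 fold change in KE versus KO was 1.03 (standard error 0.35, adjusted p = 0.174 from limma). The slide block, which rests on KO replicate 3 alone in this comparison, brought it to 0.45. Without KO replicate 1 or KO replicate 2 the probe did not meet the screening criterion. The brightest of the other tested Pidd1 probes changed in the opposite direction, by -0.22, from 6.76 ± 0.08 (SD, n = 3) in KO to 6.54 ± 0.03 (SD, n = 3) in KE mice, and the remaining probe changed by 0.17.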

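In KE versus exercised WT mice, the probes of Lag3 and Ccr2 were not well above background in any KE mouse. Lag3 was at least 1.21-fold lower and Ccr2 at least 1.03-fold lower in KE than in exercised WT mice. Lag3 met the screening criterion and Ccr2 did not. The signals in exercised WT mice were 4.45 ± 0.37 (SD, n = 3) for Lag3 and 4.23 ± 0.20 (SD, n = 3) for Ccr2.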

The PPI networks of the other comparisons among groups were shown in Figure 6C–E.

**Figure 6:**
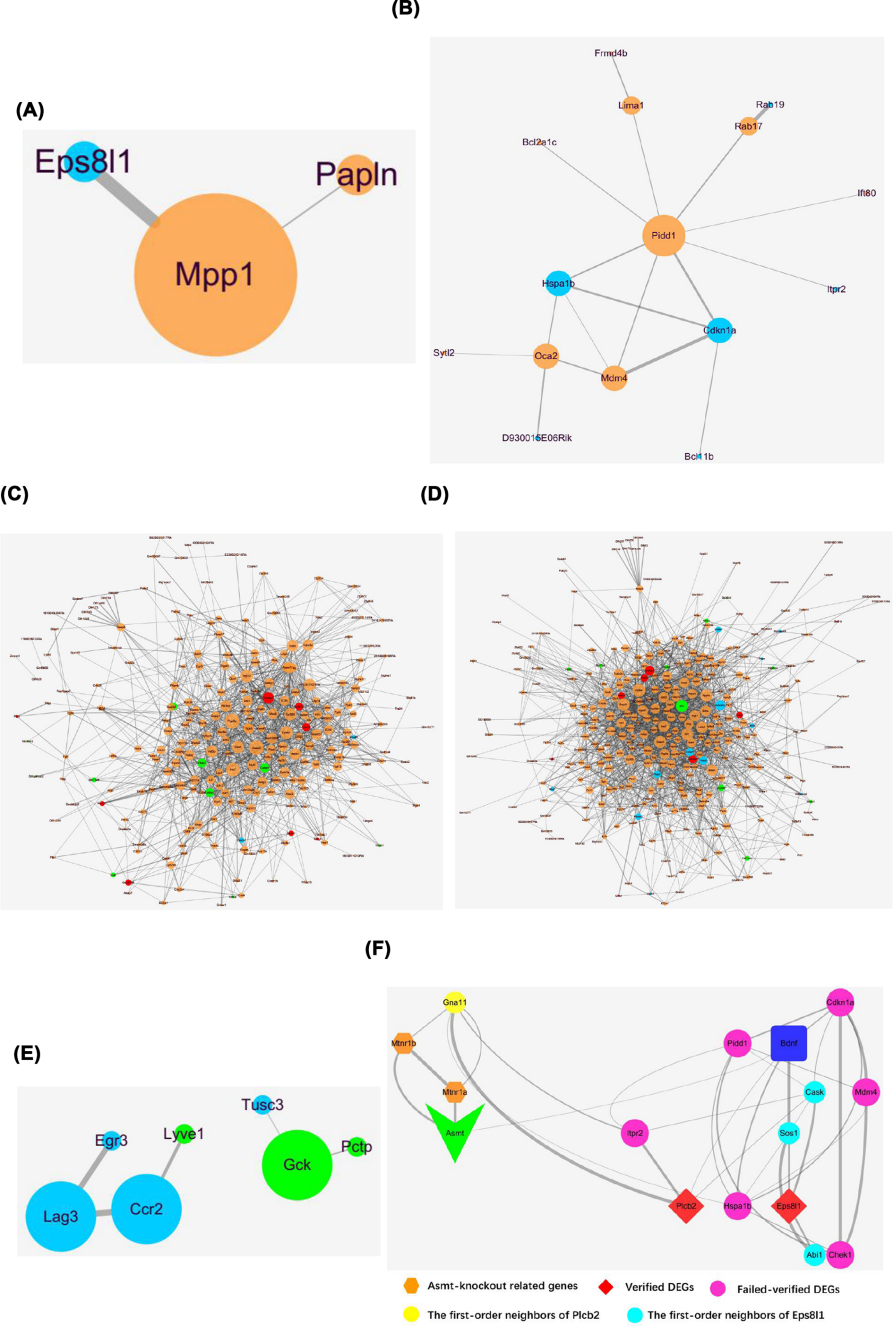
The PPI networks of DEGs (**A**) KO versus WT, (**B**) KE versus KO, (**C**) WE versus WT, (**D**) KE versus WT, and (**E**) KE versus WE. The PPI networks were constructed by the proteins represented by nodes and interactions represented by the edges between nodes. The nodes size represents the value of degree, and the edge thickness represents the intensity of interactions. Separately, orange and blue nodes represent up-regulated and down-regulated genes, with red and green nodes representing the top 10 up-regulated and down-regulated genes. (**F**) The PPI network was constructed by Asmt, MT receptors (Mtnr1a and Mtnr1b), Bdnf, verified DEGs (Eps8l1 and Plcb2), failed-verified DEGs (Chek1, Cdkn1a, Itpr2, Mdm4, Pidd1, Hspa1b), the first-order neighbors of Eps8l1 (Cask, Sos1, Abi1) and Plcb2 (Gna11). The color and shape of nodes represents different kinds of proteins, and the edge thickness represents the intensity of interactions.

In order to further investigate the roles of identified DEGs in the development of depression, then we constructed another network (Figure 6F) among Asmt, brain-derived neurotrophic factor (Bdnf), MT receptors (Mtnr1a and Mtnr1b), identified DEGs (Eps8l1, Plcb2, Chek1, Cdkn1a, Itpr2, Mdm4, Pidd1, Hspa1b), the first-order neighbors of Eps8l1 (Cask, Sos1, Abi1) and Plcb2 (Gna11). As shown in Figure 6F, Asmt may be participated in the molecular mechanism of depression-like behaviors and swimming effects through Bdnf, then Asmt knockout can lead to abnormal expression of Ep8l1 via Sos1. Probably, Asmt knockout play an important role through Mtnr1b/Gna11/Plcb2/Bdnf on depression-like behaviors. 

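The other genes of this network did not meet the screening criterion in KO versus WT or KE versus KO. Mtnr1b was not well above background in any of the 12 mice, at 2.13 ± 0.48 (SD, n = 3 mice) in WT and 1.93 ± 0.06 (SD, n = 3) in KO mice, so no fold is given. Mtnr1a was at 6.25 ± 0.13 (SD, n = 3) in WT and 6.60 ± 0.25 (SD, n = 3) in KO mice, a log2 fold change of 0.36 (standard error 0.17), and changed by -0.50 (standard error 0.17, adjusted p = 0.179 from limma) in KE versus KO. Bdnf was at 9.21 ± 0.17 (SD, n = 3) in WT and 9.43 ± 0.09 (SD, n = 3) in KO mice, with log2 fold changes of 0.21 (standard error 0.15) and -0.33 (standard error 0.15) in the same comparisons. For Gna11 they were 0.03 and 0.11, each with a standard error of 0.07. Sos1 changed by 0.01 in KO versus WT and by -0.17 in KE versus KO, each with a standard error of 0.06, and its 2 other tested probes went the other way in KE versus KO, where the slide block gave -0.08. Abi1 changed by 0.09 and 0.13 and Cask by -0.10 and -0.02, with 1 of 3 other tested Cask probes the other way in KE versus KO. Adjusted over the list alone, 2 of the 6 tested genes, Sos1 and Mtnr1a, had an adjusted p under 0.05 by limma in KE versus KO and 0 did with the slide as a block. In KO versus WT 0 did, and over all probes 0 did in either.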

Although other identified DEGs from microarray data were not successfully verified by PCR, they may be associated with the pathogenesis of depression and regulation of exercise according to this network.

## Discussion

To our knowledge, this is the first study to report the animal model of depression induced by Asmt knockout. Of course, it needs further study to confirm the model validity. Initially, we aimed to build Asmt knockout mice to explore the role of MT in depression. However, we ignored the congenital deficiency of Asmt in C57BL/6J mice during gene targeting, thus constructing a mouse strain that seemed to make little sense. Then we thought this question deeply from a different perspective, mouse strain and genotype cannot be ignored when treated with antidepressant therapy [29–31]. Even if C57BL/6J mice were born with melatonin deficiency, genetic deletion of MT1 melatonin receptor caused depressive and anxiety-like behaviors in male and female C57BL/6 mice [32]. In fact, the comparison of different strains of animals showed that the behaviors of C57BL/6J mice in FST, TST, and OFT were similar to other strains [33].

Asmt is the key rate-limiting enzyme of MT [5]. MT has positive effects on depression by regulating neurogenesis [34], neuroplasticity [35], and neurotransmitters [36]. More importantly, MT can improve depression accompanied with anxiety and sleep disorder through oxidative stress and immune response [37]. Therefore, we suppose that Asmt knockout-induced depression-like behaviors may be associated with MT expression. However, Asmt knockout did not significantly affect melatonin levels in our study. Consistently, C57BL/6J mouse strain, which was often used to construct animal models of depression, are inborn with lower Asmt activity in the previous studies. Interestingly, we found that the KE animals show better improvement than WE animals in the behavioral studies, including reduced immobility time in FST (*P*<0.01, Figure 1B) and increased struggling time in FST (*P*<0.01, Figure 1C). It is suggested that male mice with Asmt knockout have an easier time reaping the benefits of exercise than wild-type. The possible explanation for this is that Asmt knockout strengthens neurobehavioral response to exercise due to a significant KO × swim interaction on the MT level. Furthermore, this may be related to a day-night difference in the response of MT level to swimming [38]. As the substrate of MT formation catalyzed by Asmt, 5-HT is a critical factor linking dysregulation of circadian system and mood [39]. Aerobic exercise has been found to enhance activities of brain serotonergic projections [40]. In the current study, we also found that swimming exercise increased serum 5-HT (i.e. serotonin) level.

To dissect the molecular and genetic basis underlying the association among depression-like behaviors, Asmt knockout and swimming exercise, we have used transcriptome microarray technology. 10 DEGs were identified in mice following Asmt knockout compared with WT group, and 29 DEGs were identified in mice after swimming exercise compared to KO group. Nine DEGs were selected to validate the microarray results, whereas only Eps8l1 and Plcb2 were verified by qRT-PCR. Eps8 has three gene analogs, Eps8l1, Eps8l2, and Eps8l3 [41,42]. Our results showed that Eps8l1 mRNA level in KO group was significantly down-regulated compared to WT group. Similarly, the down-regulation of Eps8 was accompanied by negative effects on cell proliferation, differentiation, and survival [43]. On the contrary, Eps8 has been reported to be up-regulated in most cancer patients, including pituitary gland cancer, breast cancer, ovarian cancer, and so on [44]. Cancer patients have been reported a higher risk of depression [45]. The inconsistency may be due to expression trend in depression and cancer subjects, and also due to expression differences of Eps8 and three analogs. It has been reported that Eps8l1 and Eps8l2, but not Eps8l3, restore receptor tyrosine kinase-dependent actin remodeling and link growth factor stimulation to actin organization [42]. The regulatory effects of Eps8l1 on actin dynamics suggested that it may be connected with exercise intervention for diseases. Consistently, Eps8l1 was one of up-regulated genes after swimming exercise in microarray results. Furthermore, GO terms analysis showed that Eps8l1 was involved in Rac guanyl-nucleotide exchange factor activity, which has been found to regulate glucose metabolism in brain and then relate to brain diseases [46].

Besides, Eps8l1 is crucial for the Eps8-Abi1-Sos1 complex that required for Rac activation leading to actin cytoskeletal remodeling [46]. Sos1 is a guanine nucleotide exchange factor, and Abi1 acts as a scaffold between Eps8 and Sos1 assemble [47]. Cask, another first-order neighbor of Eps8l1, belongs to the membrane-associated guanylate kinase (MAGUK) family, and improve neurodevelopmental disorders by regulating synaptic plasticity [48,49]. These findings suggested that Eps8l1 may be concerned with brain diseases and exercise effects. According to the PPI network (Figure 6F), the effects of Asmt knockout and swimming exercise may be connected with Bdnf, resulting in down-regulation of Eps8l1 via Sos1. Bdnf is important in improving depression-like behaviors by stabilizing hippocampal synaptic plasticity, thus it is the most sensitive neurotrophic factor in antidepressant effects of exercise [50]. Overall, Eps8l1 may take part in molecular mechanism of depression pathology and exercise effects via regulating synaptic plasticity and actin structures.

Plcb2 has been found to mainly distribute in oligodendrocytes and modulate the transmission of neuroendocrine signals [51]. Plcb2 binding to Gna11 is responsible for the regulation of phospholipase C (PLC) in diverse systems [52]. PLC is the key enzyme of phosphatidylinositol signaling pathway, which is closely related to neuron activity and exercise effect. It has been reported that PLC signal disorder is involved in neuropsychiatric diseases including depression, bipolar disorder, schizophrenia, Huntington’s disease, and Alzheimer’s disease [51]. Six subtypes of PLC have been identified in mammals, namely PLC β, PLC γ, PLC δ, PLC ε, PLC ζ and PLC η. Among them, PLC β is encoded by the Plcb gene, including Plcb1, Plcb2, Plcb3, and Plcb4. Plcb1-related signal pathway related to depression [53], and chronic treatment with quetiapine changed Plcb1 mRNA level from microarray analysis [54]. Our results of enrichment analysis suggested that Plcb2 may be also one of depression-related target molecules like Plcb1. GO terms enriched by Plcb2 mainly included sensory perception of bitter taste, cytoplasm, PLC activity, etc. KEGG terms enriched by Plcb2 included LTD, estrogen signaling pathways, circadian entrainment, melanogenesis, carbohydrate digestion and absorption, and AGE-RAGE signaling pathway in diabetic complications. Our results showed that Plcb2 mRNA level was reduced following Asmt knockout in mice. Consistent with the PPI network (Figure 6F), Asmt knockout may play an important role through Mtnr1b/Gna11/Plcb2/Bdnf in depression. Taken together, Plcb2 may be a representative molecular marker of depression through the effects on circadian rhythm and metabolism, which are crucial for depression [55] and exercise [56].

It is worth noting that MT levels in Asmt KO mice decreased compared with WT mice, but there was no significant difference. If the MT levels were not altered in Asmt KO mice, Eps8l1 and Plcb2 might ameliorate depressive symptoms in a more direct way. After Asmt was knocked out, the mRNA expression levels of Eps8l1 and Plcb2 decreased (Figures 2A,B and 3A,B). Then Eps8l1 can down-regulate Bdnf via Sos1, and Plcb2 can down-regulate Bdnf directly (Figure 6F). This reasonable conjecture is supported by evidence from the previous study. It is reported that Eps8 regulates axonal filopodia in hippocampal neurons in response to Bdnf, this is a process with crucial impacts on neuronal development and synapse formation [57]. The results indicated that 5-HT affected Bdnf secretion from NG2 cells via the PLC signaling pathway [58]. And the cortical oligodendrocytes regulated the release of Bdnf through the PLC pathway [59]. In other words, Eps8l1 and Plcb2 may regulate synaptic plasticity by affecting the expression level of Bdnf to participate in the molecular mechanisms of depression.

In addition, our microarray data show that the RIKEN cDNA 8430408G22 gene, RIKEN cDNA D930015E06 gene, and RIKEN cDNA 1700001P01 gene down-regulated significantly in the antidepressant effects of exercise (Supplementary Table S4). Long non-coding RNA (LncRNA) is defined as a non-coding RNA molecule with a length of more than 200 nucleotides and was initially described by Okazaki et al in a large-scale sequencing study of a full-length mouse cDNA library in 2002. Recently, the roles of lncRNA in the pathogenesis of depression have been shown to regulate synaptic plasticity, Bdnf expression, inflammation and so on [60]. LncRNA networks are differentially modified during endurance exercise in mice with depression-like behaviors [61]. Further, it was confirmed that Baduanjin can effectively ameliorate the symptoms of depression in patients with depression by regulating the dysregulated expression of lncRNA, mRNA, and circRNA [62]. So far, the researchers have raised some predictions of lncRNA function, and their signal pathway and related regulatory networks still need to be further explored in the experiments.

KEGG analysis also revealed that p53 signaling pathway, LTD, and estrogen signaling pathway were enriched significantly following Asmt knockout and swimming exercise. p53 signaling pathway is extremely essential for oxidative stress imposed by exercise [63] and brain development [64,65]. p53 dysfunction was involved in depression and medicating apoptosis [66]. Recently, p53 loss has been found to drive neuron reprogramming in cancer [67]. Consistently, Eps8l1 is also a key molecule in cancer research. These results suggest that there may be a comorbidity between cancer and depression induced by Asmt knockout. LTD pathway is also a kind of synapse plasticity form depending on the change of postsynaptic Ca^2^^+^ [68]. The increased LTD has been reported to be reversed by antidepressants in rat hippocampal CA1 region [69]. The synaptic plasticity of cortical striatum was involved in learning and exercise control [70]. Additionally, estrogen signaling pathway related to postpartum depression [71]. Women are 2.5 times more likely to suffer from major depressive disorder (MDD) than men, which may due to the reduced estrogen level [72]. Depression is a kind of abnormal disease of brain energy metabolism, the estradiol combining with estrogen receptors can modulate emotion and energy homeostasis through c-fos neural activity in amygdala and hypothalamus [73]. Further study is needed to explore the roles of p53 signaling pathway, LTD and estrogen signaling pathway in Asmt-related depression and exercise effects.

Finally, we identified two hub genes as candidate therapeutic target genes, Mpp1 and Pidd1, which play important roles in PPI networks. Following Asmt knockout in mice, Mpp1 is the core gene in the PPI network. Mpp1 has been reported to regulate neutrophil polarization by AKT1 phosphorylation [74]. Depression can be regarded as an inflammatory disorder, whose pathophysiological mechanism is associated with AKT activity [75]. Mpp1, a skeleton protein in the erythrocyte membrane, belongs to the MAGUK family [76]. Based on the above statements, Mpp1 may be an important target molecule related to depression and exercise effects. After swimming exercise in KO mice, Pidd1 is the core gene in the PPI network. It is reported that Pidd1 may be participated in depression pathogenesis via Bdnf in the downstream [77]. KEGG terms enriched by Pidd1 included negative regulation of p53 signaling pathway, apoptosis, NF-kappaB signaling pathway, etc. The previous study has found that Pidd1 connected p53/TP53 to apoptosis as a component of DNA damage/stress response pathway [78]. Pidd1 is also important in the activation of NF-kappaB [79]. It has been proposed that the antagonistic relationship between p53 and NF-kappaB may explain the conversion between mania and depression state in bipolar disorders patients [80]. Moreover, exercise effects have been widely studied in regulating NF-kappaB and improving depression.

Asmt knockout induced depression-like behaviors, which were ameliorated by swimming exercise. Our results predicted some meaningful target genes as the biomarkers of depression-like behaviors and swimming exercise. Of these, Eps8l1 and Plcb2 were the first time to be proposed as the target genes in depression. Moreover, they may also be regulated by exercise. In addition, our bioinformatic results showed that p53 signaling pathway, long-term depression and estrogen signaling pathway were enriched significantly. As the hub genes in the PPI networks, the expression of Mpp1 and Pidd1 may provide diagnostic and therapeutic value for depression. Deficiently, the small sample size and differences of RNA extraction methods in different laboratories may affect the results in the present study. In addition, circadian rhythm were not recorded in mice. Consequently, further study is needed to understand the underlying mechanism of these DEGs (including Eps8l1, Plcb2, Mpp1, Pidd1) in Asmt-related depression and exercise effects, thus provide new targets for the treatment of exercise for depression.

In summary, many laboratory mice, including C57BL/6J, are born with lower Asmt activity and MT deficiency due to the mutations at the Asmt. Thus, the idea that MT deficiency causes depression may be not reasonable in C57BL/6J mice. But it may affect the body’s response to exercise, which can play an important role in depression treatment. Our results suggest that Asmt and exercise may affect the depression neurobehavior responsiveness in male C57BL/6J mice. Also, the present study concludes that Asmt knockout increase neurobehavioral response to exercise, probably due to changed related gene expression levels. These findings may provide new targets for the treatment of exercise for depression.

## Supplementary Material

Supplementary Figure S1 and Tables S1-S20 Click here for additional data file.

## Data Availability

The microarray dataset is available at the National Center for Biotechnology Information’s Gene Expression Omnibus database (GEO accession: GSE197888).

## Abbreviations

5-HT: 5-hydroxytryptamine
Asmt: N-acetyl serotonin methyltransferase
Bdnf: brain-derived neurotrophic factor
BP: biological process
CC: cellular component
Cdkn1a: cyclin-dependent kinase inhibitor 1A
Chek1: checkpoint kinase 1
DEGs: differentially expressed genes
ELISA: enzyme-linked immunosorbent assay
Eps8l1: epidermal growth factor receptor pathway substrate 8-like 1
FST: forced swim test
GO: Gene Ontology
Hspa1b: heat shock protein family A member1B
Itpr2: inositol 1,4,5-triphosphate receptor 2
KEGG: Kyoto Encyclopedia of Genes and Genomes
LTD: long-term depression
Mdm4: transformed mouse 3T3 cell double minute 4
MF: molecular function
Mpp1: membrane palmitoylated protein 1
MT: melatonin
OFT: open field test
Pidd1: p53-induced death domain protein 1
PLC: phospholipase C
Plcb2: phospholipase C-β 2
PPI: protein–protein interaction
qRT-PCR: quantitative real-time polymerase chain reaction
SPT: sucrose preference test
Sytl2: synaptotagmin-like 2

How the deposited data were processed for this re-analysis (not part of the article)

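Hypothalamus RNA of 12 mice was measured on single-color Agilent SurePrint G3 mouse arrays, with 3 arrays in each of 4 groups: wild-type control (WT), Asmt-knockout control (KO), wild-type exercise (exercised WT) and Asmt-knockout exercise (KE). Groups and replicate numbers were taken from the sample labels and the paper. The behavioral, serum hormone and qRT-PCR measurements were not analysed here.

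The authors deposited the scanner output of each array, in which the values are the intensity of each spot; Feature Extraction had subtracted the background and corrected trends within the array, and nothing had been done between arrays. The authors also deposited a table of log2 values that were quantile-normalized over all 12 arrays in GeneSpring, with the raw intensity beside them. For 4 of the comparisons the authors' deposited tables list the probes past the screening criterion, with the fold change on the log2 scale and the p-value of an unpaired test without adjustment. Those tables also hold 24 columns of values per sample, which were not used. The raw intensity in the authors' table was checked against the scanner output, and between 56513 and 56588 of 56605 probes per array lay within 0.01 on the log2 scale.

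From the scanner output, non-control spots were kept, spots marked as non-uniform or population outliers were left out, and the processed signal was put on the log2 scale. Replicate spots of a probe were averaged and arrays were quantile-normalized. No spot was saturated (0 on every array). Between 61.62% and 67.91% of spots per array were well above background. A probe was tested when it was well above background on all 3 arrays of at least 1 group, as the methods' filter was read, which kept 35230 of 56605 probes. Group means were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation over all arrays, for 5 comparisons of groups and for the swimming by genotype interaction. A probe met the screening criterion at an absolute fold change of at least 2 with an unadjusted p of at most 0.05, as in the methods, and probes with a Benjamini-Hochberg adjusted p under 0.05 were counted separately. With 3 arrays per group, the number of arrays limits the precision. Where a probe was not well above background in any mouse of a group, only a bound on the fold was given, with each such array set to the higher of its own signal and the lowest signal called well above background on that array. Probe positions are those of the array annotation, build mm9. Of the genes looked up, 1 (Akap17a) had no probe. The result of 1 gene taken by the rule below is not reported here.

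The following were chosen before the data were examined: the main tests, the alternatives, the marker gene lists and the rule for genes named in the text. The rule took Asmt, the genes of Figure 2A and 2B, the genes chosen for qRT-PCR, the genes of Figure 6F, hubs of Figure 6E, the 3 largest fitted rises and 3 largest fitted falls with a gene symbol in the comparisons of Figure 2C to 2E, genes that show sex, and genes near Asmt or known to differ between C57BL/6 substrains. The probe of a gene was the one in the authors' list for that comparison, or otherwise the brightest. Figure 2C to 2E was otherwise given as tallies, counting a gene when any of its probes met the criterion in the stated direction.

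The alternatives, each changing 1 choice, were scaling by the 75th percentile, normexp background correction with an offset of 50, the authors' normalized table, no detection filter, a filter on all 12 arrays or on the groups compared, the methods' t-test, a fit on the 2 groups compared, a trended prior, array weights, the slide as a block, the replicate number as a block, outlier spots kept, probes averaged per gene (18266 genes), and leaving out each array in turn. For each comparison, only arrays of its own groups were left out. An alternative joining the methods' t-test, the authors' normalized values and the filter on the groups compared was added after the data were seen. The slide of each array was read from the scanner output. The fold and p thresholds and the fit without a block were tested on simulated data with 200 changed probes among 35201 and no slide difference. Depending on the comparison, 191 to 196 of the changed probes had an adjusted p under 0.05, together with 12 to 21 unchanged probes. The slide block was tried only on simulated probes that differed between slides, with no group effect, so its power to find real changes was not tested.

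Lists of marker genes were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 72 pairs of list and comparison; 12 lists had at least 3 detected genes, and 1 list, for the anterior pituitary, was left out. Enrichment of GO and KEGG terms was not tested. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.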

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

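The test on control spots was chosen only after the result was seen; the other tests here were set earlier.

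A signal lies in the slide position of the arrays, which the paper does not analyse. KO replicate 3 was on slide 2 with all exercised mice, and KO replicates 1 and 2 on slide 1 with the WT mice. Across the tested probes, KO replicate 3 minus the mean of the other KO arrays had a Pearson correlation of 0.757 with the change from WT to exercised WT mice and of 0.778 with the change from WT to KE mice, although no array is in both. KO replicate 1 minus replicate 2, within slide 1, had a correlation of -0.046 with the former. Of the 771 probes past the screening criterion in exercised WT versus WT, 756 (98.1%) differed the same way between the KO arrays of the 2 slides, against 77.1% of all tested probes. For those that rose, the median log2 difference was 1.39 between exercised WT and WT mice, 1.68 between the KO arrays of the 2 slides, -0.19 between KE mice and KO replicate 3 on slide 2, and 1.50 between KE mice and the KO mice of slide 1.

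A difference between slides may account for much of the larger number of probes in the comparisons of exercised with WT mice. The correlation of 0.757 is what it would give, and across 140 control probes the same correlation was 0.666 with exercised WT minus WT and 0.261 with KE minus WT, and 0.074 for KO replicate 1 minus replicate 2. A swimming effect common to both genotypes should appear on slide 2 alone, yet KE minus KO replicate 3 had a correlation of -0.247 with exercised WT minus WT, a value that rests on 1 KO array and so leaves the question open. GC content of the probes was argued against as the whole explanation, since the count of 771 became 823 after a GC trend was taken off each array. Of the lists for neighboring tissue, 0 passed an adjusted p of 0.05 by camera in both comparisons, which excludes no tissue with few abundant markers, and the anterior pituitary list was too short for that test. A swimming mouse under the label of KO replicate 3 and a KO mouse on slide 2 cannot be told apart, since its position of -40.2 on principal component 1 is what either would give and Asmt is below detection in all groups. An effect of swimming remains among the open explanations, because wild-type mice of the 2 slides differ in both slide and swimming.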

How the results depend on the processing

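Joining the methods' t-test, the authors' normalized values and the filter on the groups compared was chosen only after the result was seen, as was the rule by which a move of the correlation below was judged; the other alternatives were set earlier.

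Counts of probes past the screening criterion are given in the order KO versus WT, KE versus KO, exercised WT versus WT, KE versus WT, KE versus exercised WT, and interaction. They were 80, 427, 771, 965, 88 and 212, and stayed within 1.5 times of these values with 75th percentile scaling (71, 484, 761, 1045, 81, 220), the authors' normalized table (79, 426, 770, 965, 89, 209) and a trended prior (85, 451, 786, 978, 91, 224). Some directions changed as well. 75th percentile scaling gave more higher than lower probes in KE versus exercised WT (53 and 28, against 38 and 50). It did so in the interaction too (143 and 77, against 87 and 125). In KO versus WT the excess of higher probes (55 and 25) was not seen with array weights (54 and 52) or the filter on the groups compared (20 and 21). Nor was it seen with the slide as a block (41 and 48), no detection filter (239 and 250) or the authors' steps together (8 and 9). With normexp background correction the totals were 2, 124, 260, 393, 4 and 12, where the offset of 50 shrinks the folds of dim probes. With no detection filter they were 489, 1016, 1526, 1802, 809 and 957, and with only probes detected on all 12 arrays 9, 232, 441, 607, 12 and 47, where more or fewer dim probes are tested. With probes averaged per gene they were 32, 119, 222, 300, 35 and 94, where fewer units are tested. The filter on the groups compared gave 41 in KO versus WT. The methods' t-test gave 24 in KO versus WT, 57 in KE versus KO and 51 in KE versus exercised WT. A fit on the 2 groups compared gave 51 in KO versus WT and 146 in KE versus KO. The authors' steps together gave 17 in KO versus WT, 51 in KE versus KO and 49 in KE versus exercised WT. Array weights, which gave KO replicate 3 a weight of 0.16, raised KE versus KO to 1050. With the slide as a block KE versus KO had 170, exercised WT versus WT 279 and KE versus WT 281, while KO versus WT (89), KE versus exercised WT (90) and the interaction (264) stayed within 1.5 times. The causes were not tested beyond these.

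The number with an adjusted p under 0.05 in KE versus KO, 7 by limma, was 0 with 75th percentile scaling, the methods' t-test, the 2 groups only, the authors' steps together and probes averaged per gene, 3 with normexp and with a trended prior, 19 with no detection filter and 10548 with array weights. Elsewhere it was 0 by limma and became, in KO versus WT, 3 with the slide as a block; in exercised WT versus WT, 5 with no detection filter, 5679 with array weights, 1620 by the methods' t-test, 2942 with the 2 groups only and 1667 with the authors' steps together; in KE versus WT, 1610 with normexp, 34 with no detection filter, 3221 with a trended prior, 9897 with array weights, 4916 by the methods' t-test, 6194 with the 2 groups only, 4985 with the authors' steps together and 1 with probes averaged per gene; in KE versus exercised WT, 15 with no detection filter and 2 with array weights; and in the interaction, 4 with no detection filter. The cause was not tested.

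Each array of the groups compared was left out in turn. This gave 79 to 209 probes past the screening criterion in KO versus WT and 124 to 1188 in KE versus KO. It gave 715 to 897 in exercised WT versus WT, 898 to 1100 in KE versus WT and 95 to 129 in KE versus exercised WT. For the interaction it gave 196 to 317. KO replicate 3 was not left out for exercised WT versus WT, KE versus WT or KE versus exercised WT. It still entered the spread used in those tests. For KO versus WT 209 was without KO replicate 2, and for KE versus KO 124 was without KO replicate 2 and 1188 without KO replicate 3. The number with an adjusted p under 0.05 ran from 0 to 3, from 0 to 8589, from 0 to 0, from 0 to 1, from 0 to 0 and from 0 to 0 in the same order, with 3 and 8589 both without KO replicate 3. The correlation of KE versus KO with KO versus WT changes, 0.106, ran from -0.417 without KO replicate 3 to 0.161. It was -0.499 in simulated unchanged groups, -0.237 with no detection filter, -0.315 with array weights and -0.119 with the slide as a block. Of the pairs of list and comparison, 6 passed an adjusted p of 0.05 by camera, 1 by fry and 0 by camera with an estimated correlation.

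The replicate numbers did not pair the arrays, since same-numbered arrays deviated together with correlations between -0.19 and 0.24. With the replicate number as a block the counts were 74, 395, 767, 957, 90 and 213 in the order above, and 0 probes in KE versus KO had an adjusted p under 0.05.

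Of 98 results for named genes, the direction and the side of the screening criterion were the same for 98 with no detection filter, a trended prior and the filter on the groups compared, 97 with the authors' normalized table and with outlier spots kept, 96 with the 2 groups only, 92 with the methods' t-test and with the authors' steps together, 90 with 75th percentile scaling and array weights, 61 with probes averaged per gene, 55 with the slide as a block and 38 with normexp. With only probes detected on all 12 arrays, 46 had a value and the others none. The following log2 fold changes changed sign, most of them near 0. With 75th percentile scaling, in KO versus WT, Itpr2 was 0.01, Mdm4 -0.01 and Mid1 -0.03. With normexp, in KO versus WT, Mdm4 was 0.00, Sos1 -0.02, Kdm5d 0.01 and Mid1 -0.02. With array weights, in KO versus WT, Mdm4 was -0.07, Erdr1 0.10, Sts -0.02 and Ide 0.09. With probes averaged per gene, in KO versus WT, Itpr2 was 0.09, Mdm4 0.00, Sos1 -0.03, Kdm5d 0.14, Mid1 0.00, Wdfy1 0.02 and Ide 0.00, and in exercised WT versus WT Pidd1 was 0.41. With the slide as a block, in KO versus WT, Mdm4 was -0.08, Abi1 -0.01, Gna11 -0.03, Kdm5d 0.03, Sts -0.04 and Ide 0.10; in KE versus KO, Plcb2 was -0.34, Abi1 -0.06 and Cask 0.06; in exercised WT versus WT, Pidd1 was 0.00, Gm32344 -0.58 and Wfdc13 -1.51; and in KE versus WT, Wfdc13 was -1.22, Olfr1466 -0.49 and Gm32344 -0.52. The cause was not tested. Leaving out single arrays took KO versus WT from -0.04 to 0.05 for Itpr2, from -0.08 to 0.07 for Mdm4, from -0.02 to 0.05 for Sos1, from -0.01 to 0.15 for Abi1, from -0.03 to 0.06 for Gna11, from -0.10 to 0.08 for Ddx3y, from -0.11 to 0.03 for Kdm5d, from -0.11 to 0.07 for Mid1, from -0.65 to 0.17 for Erdr1, from -0.04 to 0.05 for Sts, from -0.54 to 0.05 for Nnt and from -0.09 to 0.10 for Ide.

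Of the genes of Figure 2A to 2E, in that order, 9, 29, 20, 20 and 20 met the criterion in the paper's direction. With normexp 0, 2, 4, 6 and 0 did, with only probes detected on all 12 arrays 1, 10, 8, 13 and 0, with probes averaged per gene 3, 14, 9, 7 and 6, and with 75th percentile scaling 9, 26, 20, 15 and 13.

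Signal over background limits the dim probes: 32095 of the 35230 tested probes were well above background on all arrays.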

Differences from the paper's values

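The authors' steps together were chosen only after the result was seen; the other alternatives named here were set before the data were examined.

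In KO versus WT the paper gives 7 up-regulated genes, and 39 gene symbols met the screening criterion here. With only probes detected on all 12 arrays there were 6, within 1.5 times of the paper's number. Only the count is near there, since 1 of the 10 genes of Figure 2A met the criterion in that setting. Under every other alternative set beforehand the number differed by more. The authors' steps together, chosen after seeing the values, gave 7. For down-regulated genes the paper gives 3, against 19 here, and no alternative came within 1.5 times of it, with 5 under the authors' steps together. In all, the paper gives 10, against 58 here; probes detected on all 12 arrays gave 7 and the authors' steps together, chosen after seeing the values, 12, while no other alternative came within 1.5 times.

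In KE versus KO the paper gives 17 up-regulated genes, against 214 here. No alternative set beforehand came within 1.5 times, the methods' t-test giving 27, and the authors' steps together, chosen after seeing the values, gave 25. For down-regulated genes the paper gives 12, against 26 here. The methods' t-test gave 14, probes averaged per gene 16 and 75th percentile scaling 17, each within 1.5 times, and the other alternatives set beforehand did not come so near; the authors' steps together, chosen after seeing the values, gave 12. In all, the paper gives 29, against 240 here; the methods' t-test gave 41 and the authors' steps together, chosen after seeing the values, 37, and no other alternative came within 1.5 times.

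The authors' deposited table lists 17 probes in KO versus WT, 51 in KE versus KO, 715 in exercised WT versus WT and 49 in KE versus exercised WT. Of those in the authors' deposited table, 16, 50, 690 and 43 met the criterion here, and all 17, 51, 715 and 49 had the same direction. The authors' steps together, chosen after seeing the values, gave as many probes as the deposited table in each of these comparisons. The listed probes carried 12 gene symbols in KO versus WT and 37 in KE versus KO, the same numbers as with those steps.

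The paper shows Papln as changed in KO versus WT, and here it did not meet the criterion. It did by the methods' t-test, with the 2 groups only, with the authors' steps together and without KO replicate 1. The paper shows Ccr2, Lao1, Pibf1 and Slc15a2 as changed in KE versus exercised WT, and here they did not meet it. All 4 did by the methods' t-test, with the 2 groups only and with the authors' steps together. With array weights Ccr2, Lao1 and Pibf1 did, with the slide as a block Pibf1, with the replicate number as a block Lao1, and without KE replicate 3 Ccr2.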

Other observations

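The tests that left out the KO array on the other slide and that divided arrays within slides were chosen only after the result was seen, as were the probes named for their adjusted p.

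The log2 fold changes of KE versus KO and of KO versus WT had a correlation of 0.106 across probes. Both use the KO arrays, and simulated unchanged groups gave -0.499 (-0.529 to -0.467 over 100 draws), so no general return of knockout changes with swimming could be read from the correlation. The value above the simulated ones may come in part from the KO array on slide 2. Without KO replicate 3 the correlation was -0.417, nearer to the -0.600 (-0.625 to -0.574) of simulated unchanged groups with 2 KO arrays but still above it. With no KO array in common between the 2 comparisons, it was 0.514 with KO replicate 1 against KE, 0.525 with KO replicate 2 and -0.119 with KO replicate 3.

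Other divisions of the same arrays were counted for each comparison. With 3 arrays against 3 there are 10, the real one included, so the share cannot fall under 1 of 10 and such divisions could not exclude chance in a comparison of 2 groups, whatever the counts. As many probes or more came from 8 of 10 divisions in KO versus WT, 4 of 10 in KE versus KO, and 1 of 10 in exercised WT versus WT, KE versus WT and KE versus exercised WT. For the interaction it was 23 of 100 when arrays were also moved between slides, so that a difference between slides enters the draws, and 5 of 100 when each slide kept its number of arrays per group, and chance was not excluded. In KE versus KO, the 3 divisions that exceeded the real count of 427 put KO replicates 1 and 2 together against KO replicate 3 with KE mice, and gave 568, 555 and 462, whereas the fit with the slide as a block gave 170.

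Of the fixed lists of marker genes, camera gave an adjusted p under 0.05 to the heat shock genes in KE versus KO (0.00631, median log2 fold change -0.24), in KE versus exercised WT (0.00631, -0.16) and in the interaction (0.0031, -0.22), to the immediate-early genes in KE versus exercised WT (0.00631, -0.36) and in the interaction (0.00631, -0.54), and to the striatum list in KE versus exercised WT (0.00631, -0.58), all lower. None of these held under fry (adjusted p from 0.284 to 0.448) or an estimated correlation (0.978). Adjusted over the list alone, 6 of 11 heat shock genes had an adjusted p under 0.05 in KE versus KO, 3 of 14 immediate-early genes in KE versus exercised WT, 2 and 3 of 19 clock genes in exercised WT versus WT and KE versus WT, and 1 and 2 of 8 microglia genes in the same comparisons, against 0 over all probes by limma in each. With the slide as a block these became 0 heat shock, 1 immediate-early, 0 clock and 0 microglia genes, while the heat shock genes in the interaction went from 0 to 6 of 11. Of the anterior pituitary list 2 genes were detected, Lhb and Tshb, named after their values were seen. Adjusted over the list alone, 2 had an adjusted p under 0.05 in KO versus WT, 1 in exercised WT versus WT, 2 in KE versus WT and 1 in the interaction, against 0 over all probes by limma, and with the slide as a block 2, 0, 1 and 1. They went opposite ways, with log2 fold changes in KO versus WT of 0.35 (standard error 0.08) for Lhb and -0.22 (standard error 0.10) for Tshb, and in KE versus WT of 0.32 and -0.22. The lists for erythroid cells, choroid plexus, oligodendrocytes, microglia, clock genes, hypothalamic neuropeptides, telencephalon and thalamus had no adjusted p under 0.05 by camera in any comparison.

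With the slide as a block, 3 probes had an adjusted p under 0.05 in KO versus WT: Bpifa1, with a log2 fold change of 3.78 (adjusted p = 0.0249), and 2 probes of Bpifb1, with 1.66 and 1.30, chosen after their values were seen. In KE versus KO 9 did, all lower, among them Plek2, Frem2, Tmem241, Gdf5, Lingo1 and Zfp91, and the block rests on KO replicate 3 alone there. None of these was among the 7 probes with an adjusted p under 0.05 without the block, and none of the 7 passed with it, while Phka2 was at 0.80 without it and 0.91 with it, Med1 at -0.58 and -0.54, and Dcbld2 at -0.83 and -0.71.

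The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were well above background in all mice, with log2 fold changes in KO versus WT of -0.03, -0.02, -0.25 and -0.07, and Xist was so in 1 KE mouse. Among genes near Asmt or known to differ between substrains, the log2 fold changes in KO versus WT were 0.00 for Mid1 (standard error 0.19), -0.27 for Erdr1 (standard error 0.48), 0.00 for Sts, -0.24 for Nnt (standard error 0.34), 0.16 for Entpd4, -0.15 for Wdfy1 and -0.03 for Ide.

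In simulated data with 200 changed probes, 198 to 200 met the screening criterion, together with 60 to 83 unchanged probes. In a simulation with 5000 probes that differed only between slides, 4589 probes met it in exercised WT versus WT without the block and 310 with it.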
